A study of Ovis aries with 16 samples. Its data were reported in "Ketamine Reduces Inflammation Pathways in the Hypothalamus and Hippocampus Following Transient Hypoxia in the Late-Gestation Fetal Sheep" (2019).

How the data were processed

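Gene expression was measured in the hypothalamus of fetal sheep (Ovis aries) carried by chronically catheterized ewes. Each fetus underwent 30 min of either normoxia or hypoxia, the latter produced by nitrogen gas given into the ewe's trachea, and tissue was collected 24 h after the onset of the stimulus, which left 23.5 h of recovery. Some fetuses received ketamine, an anesthetic that blocks the N-methyl-D-aspartate class of glutamate receptors, before the stimulus. The 16 samples were grouped by their labels into normoxia control (NC, n = 3), normoxia plus ketamine (NK, n = 4), hypoxia control (HC, n = 5) and hypoxia plus ketamine (HK, n = 4). Each sample was a separate fetus on a separate array. The study used mostly twins, and the labels do not name littermates, so relatedness between fetuses was not modelled. Normoxia or hypoxia was assigned by pregnancy, so littermates would share it. The hypoxia comparisons and the rearrangements of labels treat fetuses as independent. Where fetuses shared a ewe, the p-values for hypoxia can be too small.

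RNA was labelled with cyanine 3 and hybridized to 1-color Agilent sheep oligonucleotide arrays. Per the file headers, the deposited scanner files were written by Feature Extraction 10.1.1.1, a later version than the study's methods name. They hold intensity values on a linear scale for 15744 spots on each array. The processed signal had background subtracted and spatial trends removed within the array by the software, and the authors had not normalized these intensities between arrays. The files also hold the raw foreground and local background intensities and marks for outlying, saturated and well-above-background spots. The authors deposited a further table of log2 values for the same arrays with no stated method. Those values were rebuilt to within 5e-09 by normexp correction of the median foreground for the median local background, followed by quantile normalization between arrays.

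The 536 control spots and the spots marked as outliers (0.0801% of the other spots) were left out, and saturated spots were kept. The processed signal was converted to log2, the 75th percentile of each array was subtracted, and spots of the same probe were averaged. The values given here are therefore log2 signal relative to the array's 75th percentile. Of 15008 probes, the 12249 that were well above background on at least 3 arrays were tested. Only 1656 probes had a gene name, covering 1035 names, and 89% of probes had none. RefSeq accessions were named through a table of sheep RefSeq genes of the assembly ARS-UI_Ramb_v3.0, which matched 726 of 750 probes that carried one. The other names are those of the array design and can be out of date. The files give no genome build for the probes and no coordinates are reported.

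Groups were compared in R 4.3.3 with limma 3.58.1. A linear model with the 4 groups was fitted to all 16 arrays, so that the groups shared an estimate of the spread, followed by empirical Bayes moderation (13.7 total degrees of freedom). The contrasts were HC against NC, NK against NC, HK against HC, HK against NK, and the interaction, which is the ketamine difference after hypoxia minus the ketamine difference after normoxia. All of limma's tests were two-sided. Probes were called at an unadjusted p-value under 0.05, the threshold of the study's methods, and after Benjamini-Hochberg adjustment over all tested probes. With no changed probe and the same spread in all groups, about 5% of tested probes would pass the unadjusted threshold. Splits of the arrays, reported below, show what chance gave on these arrays. On simulated data with 200 of 12249 probes changed between HC and NC, the procedure recovered 84.5% of probes changed by 1 log2 unit at the unadjusted threshold and 67.5% after adjustment, with 4 false adjusted calls. For a change of 0.5 log2 units it recovered 68% and 19.5%. The simulated noise was independent between probes, with the same spread in all groups, an equal shift in every HC array and no slide effect. The real arrays differ in these respects, so the shares need not carry over to them.

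Named genes were chosen by rule. For HC against NC, HK against HC and NK against NC, they are the 5 largest rises and 5 largest falls among named probes past the threshold whose arrays did not overlap between the groups, counting each gene by its most changed probe. For the interaction they are the 3 named genes with the smallest p-values. Some genes that met these rules are not reported here. The 14 genes that the study measured by PCR in addition to its reference gene were added as a list, each represented by its brightest probe. The study chose that list on these samples. Where a probe was not well above background on any array of a group, only a bound is given. It compares the bright group's mean with the mean, over the dim group's arrays, of the higher of the probe's own signal and the lowest signal among probes well above background.

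Of 16 gene lists written by hand, 9 had at least 5 tested genes and were tested with limma's camera at a preset inter-gene correlation of 0.01, with adjustment over 45 tests. They were the study's PCR list, acute inflammation, interferon response, Toll-like receptor pathway, microglia and macrophages, hypothalamic peptides, collagen and matrix, endothelium, and anterior pituitary. With most probes unnamed, the remaining lists had too few genes that could be identified on the array, and were not tested as sets. They covered hypoxia-inducible factor targets and immediate early genes with 4 genes each, astrocytes and blood with 3 each, neurons and choroid plexus with 1 each, and oligodendrocytes with 0.

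Each slide held arrays of all 4 groups, and slide and scan number coincided. Slide was fitted as a block beside each main count. Other alternatives were quantile normalization, normexp correction (offset 50) of the mean foreground with quantile normalization, the deposited log2 values, no filter on dim probes, only probes well above background on all arrays, the replicate number as a block, a fit of only the groups compared, a single probe per gene name, array weights, empirical Bayes moderation with an intensity trend and robust estimation, other gene set tests, disjoint HC arrays in the overlap of contrasts, and leaving out each array in turn, for the comparisons that involve its group and for all gene lists. The comparisons with their tests, the rule for named genes, the gene lists and these alternatives were fixed before the data were examined. Centering each array on its median and some of the tests of possible explanations were added after the data were seen. Arrays have no read depth, and the number of arrays limits the precision. Figures were drawn with matplotlib 3.10.9.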

Results

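Gene expression in the fetal hypothalamus was profiled 24 h after the onset of a 30 min stimulus on 16 arrays, of which 3 were from NC, 4 from NK, 5 from HC and 4 from HK fetuses. Between 71.7% and 80.6% of probes were well above background on each array, and the 75th percentile of the processed signal ranged from 1248 to 1597 intensity units. Pearson correlations between arrays across probes ranged from 0.9585 to 0.9857 within groups and from 0.9566 to 0.987 over all pairs, and no arrays were duplicates of each other. The first principal component of the tested probes held 22.6% of the variance, and slide accounted for 87.5% of its spread. The second component held 16.6% of the variance. Slide accounted for 0% of its spread, group for 61.2% and hypoxia against normoxia for 53%. The HC arrays were spread widely along the second component, from -51.6 for HC2 to 6.6 for HC5, while the 7 normoxic arrays lay between 5.7 and 26.6.

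**Figure D1:**
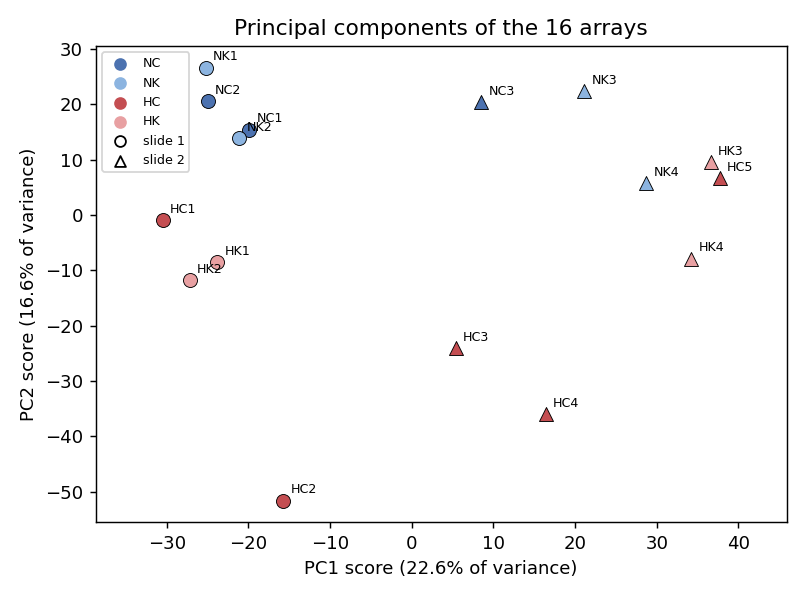
Scores of the 16 arrays on the first (horizontal, 22.6% of variance) and second (vertical, 16.6%) principal components of 12172 probes. Color marks the group and shape the slide, and the arrays part by slide along the first component, whereas HC2, HC3 and HC4 have the lowest scores on the second.

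To examine the effect of hypoxia without ketamine, HC was compared with NC. At the unadjusted threshold, 517 probes were higher and 481 were lower in HC, a total of 998, or 8.1% of the 12249 tested. The higher probes made up 51.8% of the calls, but 46.9% with quantile normalization, 44% with normexp and 44.5% with the deposited values. With slide as a block the total was 1084, and 856 probes were called in both fits. None passed limma's test after Benjamini-Hochberg adjustment (smallest adjusted p = 0.272), although 64 did when HC5 was left out. The total moved most, to 88, when each gene was represented by a single probe and probes without a name were dropped, a setting that tests far fewer probes. The called probes included 83 named genes that were higher and 29 that were lower. The change exceeded 1 log2 unit in 190 of the higher probes and 20 of the lower. For 600 probes, 4.9% of those tested, the HC and NC arrays did not overlap, against 3.57% for chance, and 444 of these were also called.

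By fitted change, the rule for named genes picked SELP, PTGS2, CLEC6A, IRF1 and CLEC4E among those higher in HC. Where NC lay below background the fitted change is not a measured size, so these genes are not ranked. SELP (probe A_70_P039516) was not well above background on any NC array and averaged -2.03 ± 2.14 in HC (SD, n = 5), at least 14.6-fold higher. PTGS2 (A_70_P039256) rose from -2.34 ± 0.11 (SD, n = 3) to 0.61 ± 1.07 (SD, n = 5), a difference of 2.95 ± 0.55 (SE) in log2, or 7.73-fold. A second, much dimmer PTGS2 probe differed by 0.92 and was not called. IRF1 (A_70_P050981) rose from -3.70 ± 0.31 to -0.90 ± 1.43 (SD), or 6.99-fold. CLEC6A and CLEC4E were not well above background on any NC array, and their rises were at least 2.15-fold and 1.47-fold. CLEC6A was well above background on 4 of 5 HC arrays and CLEC4E on 3 of 5, and neither was called under normexp or the deposited values. Of the genes lower in HC, FBXO32 changed by -0.87 ± 0.29 (SE), LPAR1 (named EDG-2 on the array) by -0.79 ± 0.36, SHMT1 (named SHMT2 on the array) by -0.66 ± 0.20 and CYP2J by -0.57 ± 0.20. The LPAR1 call was lost with slide as a block, where its change was -0.69, and on leaving out NC2, NC3, HC2 or HC3. The CYP2J call was lost without NC2 (-0.48). The CLEC4E call was lost without any 1 of NC1, NC2, NC3, HC2 or HC3. No adjusted p for these genes was below 0.272.

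The genes of the study's PCR list were then examined on the arrays. Of its 14 genes, 10 had a tested probe. CASP8, CRH, NFKB1 and OAS1 had none that could be identified by name and are not analysed here. All 10 were higher in HC than in NC, by a median of 1.35 log2 units, from 0.25 for MYD88 to 4.42 for CXCL10. At the unadjusted threshold 9 were called, all but MYD88. The same number, 9, passed when adjusted over the list alone, and 0 passed over all genes tested. The first count is not independent evidence, since the study chose the list on these samples. It fell to 3 without NC2, and the unadjusted count fell to 5 without NC3 and to 6 when only the NC and HC arrays were fitted. CXCL10 averaged -2.22 ± 0.93 in NC (SD, n = 3) and 2.20 ± 2.81 in HC (SD, n = 5), with 1 HC array saturated, and NFKBIA averaged 0.66 ± 0.16 and 2.03 ± 0.76. TLR2 differed by 1.16 ± 0.29 (SE), PTX3 by 2.30 ± 0.71 and TNF by 1.70 ± 0.62. The second probes of CD14, PTX3 and TLR2 gave changes of 1.36, 2.20 and 1.23, with the same calls. The CD14 call (1.34 ± 0.59) was lost when any HC or NC array except HC5 was left out. Those of CXCL10, IL1B, TLR4 and TNF were lost on leaving out at least 1 array, among them NC3 for CXCL10 (3.93), TLR4 (0.76) and TNF (1.53) and NC2 for IL1B (0.97).

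**Figure D2:**
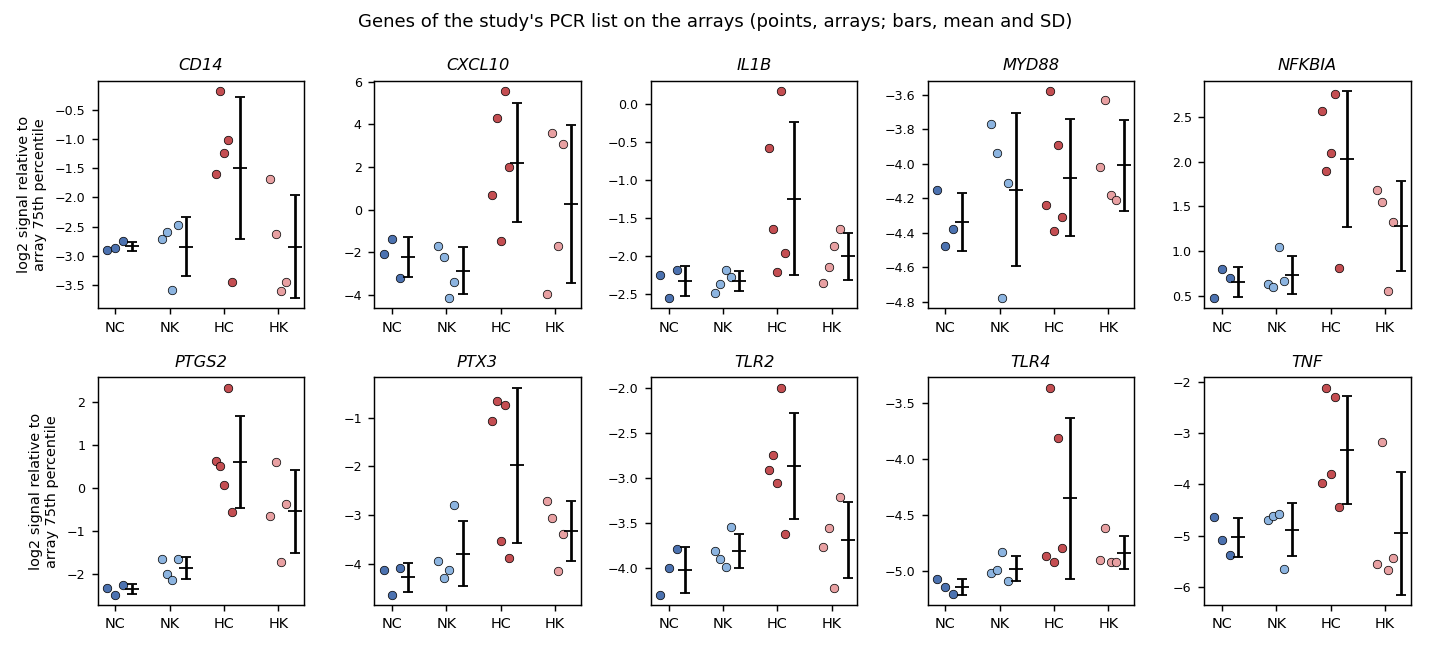
Log2 signal relative to the array's 75th percentile (vertical axis) for the 10 genes of the study's PCR list with a tested probe. Points are arrays of the NC, NK, HC and HK groups and bars are the mean and SD of each group, and all 10 HC means lie above the NC means, by 0.25 for MYD88 to 4.42 for CXCL10.

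HC and HK were then compared to examine the effect of ketamine after hypoxia. At the unadjusted threshold 398 probes were higher and 464 were lower in HK, a total of 862 (7% of those tested), with 994 when slide was a block. After adjustment, limma's test called 0 (smallest adjusted p = 0.409). The total was 507 without HK3 and 522 when only the HC and HK arrays were fitted. The share of calls that were higher was 46.2%, but 57.2% under normexp and 57% under the deposited values. Non-overlapping arrays were seen for 187 probes, or 1.53%, against 1.59% for chance. The named genes with the largest falls were IL6, IL13RA1, C5aR and IL18, the only 4 that met the rule. IL6 (A_70_P039706) fell from -3.45 ± 1.60 in HC (SD, n = 5) to -5.05 ± 0.25 in HK (SD, n = 4), and its HC mean rested on HC1 at -1.58 and HC4 at -1.83, the other HC arrays lying at -4.53 or below. Without HC4 its change was -1.19 and the call was lost, as it was when only HC and HK were fitted. IL13RA1 changed by -0.87 ± 0.21 (SE), C5aR by -0.60 ± 0.14 and IL18 by -0.47 ± 0.13. Of the genes that were higher, the rule picked OCLN (0.91 ± 0.28), CYGB (0.40 ± 0.11), ATP7B (0.40 ± 0.12), SLC25A26 (0.25 ± 0.08) and GLT-1. GLT-1 was well above background on only 1 of 5 HC and 2 of 4 HK arrays, and its fitted change of 1.28 was 0.11 under normexp and 0.15 under the deposited values, below those of OCLN there (0.37 and 0.44). ATP7B was not called under normexp, where it changed by 0.09, or under the deposited values, where it changed by 0.11.

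Of the 10 genes on the PCR list, 9 were lower in HK than in HC and the median change was -0.98. CD14, NFKBIA, PTGS2, TLR2 and TNF passed the unadjusted threshold. When adjusted over the list alone 0 passed (smallest adjusted p = 0.0647 by limma's test), and 0 passed over all genes tested. The unadjusted count was 2 without HC4 and when only HC and HK were fitted, and the list-alone count was 7 without HC5 and 3 with slide as a block. TLR2 fell from -2.87 ± 0.59 to -3.69 ± 0.43 (SD), and TNF from -3.33 ± 1.05 to -4.95 ± 1.19. TNF was well above background on only 3 of 4 HK arrays. The changes were smaller, though still called, under normexp (-0.35 for TLR2, -0.48 for TNF) and the deposited values (-0.39 and -0.54). The TLR2 and TNF calls held when any HC or HK array was left out. Those of CD14, NFKBIA and PTGS2 were each lost without HC4 (-1.23, -0.56 and -0.70) and without other arrays. The second CD14 probe changed by -1.18 and the second, much dimmer PTGS2 probe by -1.38, and neither was called. MYD88 changed by 0.07 ± 0.21 (SE), its sign turned without HC3 or HK2, and its second probe changed by -0.19.

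The study also counted genes changed in opposite directions by hypoxia and by ketamine. Here 128 probes were higher in HC than in NC and lower in HK than in HC, among them 23 named genes, and 69 probes showed the opposite pattern, among them 4 named genes. Both comparisons use the same HC arrays with opposite signs, which raises such overlaps with no effect at all. Simulated groups without differences that shared arrays in the same way gave a median of 28.5 probes for each pattern, ranging from 0 to 489 for the first and from 0 to 535 for the second. When the HC arrays were divided so that none entered both comparisons, the median over 20 arrangements was 46 for the first pattern (16 to 107), against 18.58 for independent lists, and 17 for the second (9 to 38), against 14.57. The overlaps depended on HC5, without which they were 270 and 150. They also moved to 21 and 2 with a single probe per gene name.

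The effect of ketamine without hypoxia was examined by comparing NK with NC. At the unadjusted threshold 106 probes were higher and 27 were lower in NK. This total of 133, or 1.1% of those tested, was below 5%. Other splits of the same arrays into groups of the same sizes gave a median of 325 probes. Chance therefore gave fewer than 5% in this fit. With slide as a block it was 178. Limma's test called 0 after adjustment (smallest adjusted p = 1), and 1 without NK2. The total was 232 without NC1 and 220 when only the NC and NK arrays were fitted. The share of higher calls was 79.7% with the 75th percentile, but 45.7% with quantile normalization, 50% with normexp and 50.5% with the deposited values. Non-overlapping arrays were seen for 282 probes, 2.3% of those tested, against 5.71% for chance. Among the named genes that met the rule, SLC2A2, LOC443012, SP-D, MMP14 and K38 were higher and SFTPC was lower. All those that were higher were dim. SLC2A2, LOC443012, MMP14 and K38 were not well above background on any NC array, with rises of at least 1.70-fold, 1.94-fold, 1.74-fold and 1.31-fold, and SP-D, well above background on 1 of 3 NC arrays, rose by 1.74 ± 0.60 (SE) in log2. SLC2A2 and K38 were not called with quantile normalization, and SLC2A2 and MMP14 were not called under normexp or the deposited values. Leaving out single arrays removed the calls of SLC2A2 (NC2, NC3, NK2 or NK3), K38 (NC3, NK2 or NK4) and SP-D (NC1). SFTPC changed by -0.42 ± 0.15 (SE), but by -0.37 without NC2, where it was not called. None of the 10 genes of the PCR list was called, and their median change was 0.16.

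HK was compared with NK for the effect of hypoxia under ketamine. Of 1065 probes at the unadjusted threshold (8.7%), 292 were higher and 773 lower in HK, with 1179 in total when slide was a block. The share of higher calls was 27.4%, against 39.2% with quantile normalization or normexp and 40.2% with the deposited values. After adjustment, limma's test called 1 probe, A_70_P058496, which carries no gene name. It averaged -4.90 ± 0.24 in NK and -5.92 ± 0.15 in HK (SD, n = 4), a change of -1.03 ± 0.14 (SE; adjusted p = 0.0361), and was lower in 4 of 4 HK arrays. The probe was dim, being well above background on 4 of 4 NK arrays but on only 2 of 4 HK arrays. The count was 0 with slide as a block and when any NK or HK array except NK2 was left out. Of the PCR list only PTGS2 was called, with a change of 1.32 ± 0.53 (SE).

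Whether the ketamine effect differed between hypoxic and normoxic fetuses was tested by the interaction. At the unadjusted threshold 161 probes were positive and 305 negative, a total of 466 (3.8%) and 511 with slide as a block. Random assignments of the arrays to the groups gave a median of 462, so this total is what chance gave. By limma's test 0 passed adjustment (smallest adjusted p = 0.994). The share of positive calls was 34.5%, against 57.1% with quantile normalization, 61.4% with normexp and 60.9% with the deposited values. Among the named genes with the smallest p-values were C5aR, with an interaction of -0.78 ± 0.21 (SE), and COL4A3 with -1.15 ± 0.34. C5aR averaged -1.09 ± 0.05 in NC, -0.91 ± 0.18 in NK, -0.45 ± 0.26 in HC and -1.05 ± 0.20 in HK (SD). The interaction was negative for all 10 genes of the PCR list, with a median of -1.17, and only TLR2 was called (-1.03 ± 0.41, SE).

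Across 12172 probes the change from NC to HC correlated with the change from NK to HK (Pearson r = 0.42, Spearman rho = 0.34, and r = 0.43 with slide as a block). These are correlations across probes, which are not independent replicates. An exact permutation test over the 1960 rearrangements of the hypoxia label within each ketamine arm gave a correlation at least as strong in 78 of them (two-sided p = 0.04, or 0.08 after Benjamini-Hochberg adjustment over the 2 relations computed). The probes called higher in HC than in NC had a median change of 0.75 there and 0.21 from NK to HK, with 77.9% positive. For those called lower, the medians were -0.36 and -0.12, with 81.3% negative. The change from NC to NK did not correlate with the change from HC to HK (r = -0.01, rho = -0.08), and 4089 of 4410 rearrangements gave a correlation at least as strong (exact permutation p = 0.93).

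**Figure D3:**
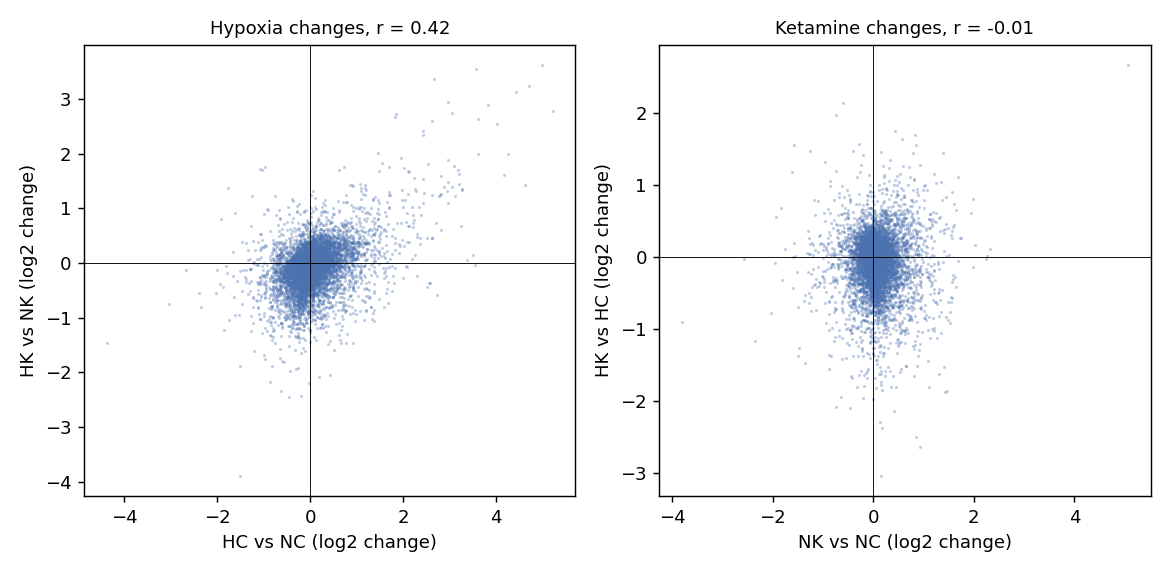
Log2 changes of the tested probes, each point being a probe, with r taken over the 12172 probes that have a value on all arrays. Left, HC against NC (horizontal) and HK against NK (vertical), where r = 0.42, and right, NK against NC (horizontal) and HK against HC (vertical), where r = -0.01.

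Gene lists were tested with camera, which made 14 calls in 45 tests after adjustment. None of the 14 held under fry or with the inter-gene correlation estimated from the data (0 calls each), 13 were made with slide as a block, and 7 were made without HC2. In HC against NC, the PCR list (median change 1.35, 10 genes, adjusted p = 6.54e-11), acute inflammation (1.27, 12 genes, 3.55e-06), interferon response (0.93, 5 genes, 0.00887), Toll-like receptor pathway (0.25, 11 genes, 0.000323) and microglia and macrophages (0.60, 6 genes, 0.000852) were higher. In HK against HC, the PCR list (-0.98, 2.9e-06), acute inflammation (-0.95, 0.000129), interferon response (-1.06, 0.033) and Toll-like receptor pathway (-0.44, 0.00154) were lower. The interferon response call was lost in HC against NC without NC3 (0.0613), HC2 (0.0587) or HC4 (0.112), and in HK against HC without HC2 (0.246), HC4 (0.197) or HK1 (0.17) and with array weights (0.117). Its adjusted p ranged over all alternatives from 0.000128 to 0.597 and from 0.000128 to 0.655. The Toll-like receptor call in HK against HC was lost without HC2 (0.13), with a range from 1.95e-05 to 0.477. In HK against NK, the PCR list (0.23, 0.0411) and acute inflammation (0.74, 0.0392) were higher. Neither was called under quantile normalization, normexp or the deposited values, or with array weights. The PCR list call was lost when any 1 of 8 arrays was left out, and the acute inflammation call for any 1 of 6. Among these fits the adjusted p was highest without HK2 (0.345 for both). The PCR list call was also the 1 lost with slide as a block (0.053). Over all alternatives the adjusted p of each ranged from 0.00298 to 0.655. In the interaction, the PCR list, acute inflammation and Toll-like receptor pathway were negative. In NK against NC no list was called, the smallest adjusted p being 0.129 for collagen and matrix. Hypothalamic peptides, collagen and matrix, endothelium and anterior pituitary were called in no comparison, with smallest adjusted p of 0.132, 0.0648, 0.401 and 0.211. The Toll-like receptor list shares 5 of its 11 tested genes with the PCR list. For endothelium in HC against NC and in NK against NC, for hypothalamic peptides in HK against HC, for the Toll-like receptor list in HK against NK, and for anterior pituitary in the interaction, the median, mean and test differed in sign.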

Values the study reported

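In the hypothalamus, the study reported 280 genes raised and 357 genes lowered by hypoxia compared with normoxia. It reported 15 genes raised and 21 genes lowered by ketamine alone in normoxic fetuses. In fetuses exposed to hypoxia, it reported that ketamine lowered 293 genes and raised 238 genes. The fetuses received 3 mg/kg of ketamine, and their gestational age was 122 ± 5 days.
It counted 77 genes in the hypothalamus that rose with hypoxia and fell with ketamine after hypoxia, and 57 genes with the opposite pattern.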

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

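Of the tests in this part, the comparison of the number of outlying arrays with chance was chosen only after the result was seen. Each group of 4 or 5 arrays was searched for an array whose gap to its nearest neighbor was large relative to the range of the group, for each named gene, each gene of the PCR list, the mean of each tested gene list, the first principal components and the measures of array signal. NC, with 3 arrays, was not searched.

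Of 147 groups searched, 7 held such an array. NFKBIA in NK3 was 1.05, above the next NK array at 0.67. TLR4 in HK2 was -4.62, above the next HK array at -4.90. TNF in HK2 was -3.17, above the next at -5.43, and TNF in NK4 was -5.65, below the next NK array at -4.69. SHMT1 in HC3 was -1.83, below the next HC array at -1.26, and OCLN in HC4 was -4.67, below the next at -3.42. The mean of the interferon response list in HK1 was -1.02, below the next HK array at -0.18. The search is expected to pick out about 1 group in 20 by chance, which for 147 is about 7, so the number found is what chance gives. A dim signal is argued against, because 6 of the 6 gene values concerned were well above background. The 75th percentile scaling is argued against for 5 of the 7, which stood out after quantile normalization as well. TLR4 in HK2 and TNF in NK4 did not, so for these the scaling stays open as a source. The groups give no reason for a single array to differ from its own group, and no biological explanation was tested.

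In the interaction, which tests whether the change with ketamine differed between hypoxic and normoxic fetuses, camera called 3 gene lists, all negative. The adjusted p was 4.86e-05 for the PCR list (median interaction -1.17, positive in 0 of 10 genes), 0.033 for acute inflammation (-0.90, positive in 2 of 12 genes) and 0.00154 for the Toll-like receptor pathway (-0.52, positive in 1 of 11 genes). These lists are not independent of each other, since the Toll-like receptor list shares 5 genes with the PCR list, and the study chose the PCR list on these samples. Chance cannot be excluded for any of them, because 11, 33 and 15 of 100 assignments of the 16 arrays to the groups, the actual one included, gave a p as small. The calls also depend on the preset correlation between genes. The adjusted p was 0.445, 0.655 and 0.477 under fry and 0.439, 0.644 and 0.439 with the correlation estimated from the data, and over all alternatives it ranged from 2.38e-08 to 0.445, from 0.000173 to 0.655 and from 1.95e-05 to 0.477. With camera, the acute inflammation call was lost when any 1 of 8 arrays was left out, the adjusted p being highest without HK3 (0.171), and the Toll-like receptor call was lost without HC2 (0.0587). A slide difference is argued against as the source, since with slide as a block the adjusted p was 2.16e-05, 0.00419 and 0.00072. A weaker inflammatory response to hypoxia under ketamine, which the design would allow, stays open as a hypothesis, as do chance and gene-to-gene correlation.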

How the results depend on the processing

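Of the tests in this part, the alternative chosen only after the data were seen is centering each array on its median. A count is taken as kept when it stayed within 1.5 times its value in the report.

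Of 191 counts of probes, genes or lists under alternatives that kept all arrays, 152 were kept and 39 were not. Of 464 changes of named genes, 433 kept their direction and their side of the threshold, 24 kept their direction but were no longer called, 7 became called and 0 changed sign. Of 149 tests of the called gene lists, 111 remained called in the same direction and 38 did not.

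The adjusted call in HK against NK was fragile. Its count was 0 with quantile normalization, normexp, the deposited values, no filter, the filter on all arrays, slide as a block, the replicate number as a block, only the groups compared, a single probe per gene name, trended and robust moderation, and median centering, and 4 with array weights. At the unadjusted threshold the total for that contrast under these settings lay between 982 and 1179, except 66 with a single probe per gene name and 1684 with array weights. The causes were not tested, other than that a single probe per gene name tests fewer probes.

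A single probe per gene name dropped the probes without a name. It gave 88 probes in HC against NC, 7 in NK against NC, 66 in HK against HC, 66 in HK against NK and 43 in the interaction, with overlaps of 21 and 2. Array weights gave 279 in NK against NC, 786 in the interaction, 116 for probes lower in HC than in NC and higher in HK, and 5 genes of the PCR list adjusted over the list alone in HK against HC. The cause was not tested. NK against NC gave 86 probes under normexp and 85 on probes well above background on all arrays, which tests fewer probes, and it gave 220 when only NC and NK were fitted. Fitting only HC and HK gave 522 probes and 2 genes of the PCR list at the unadjusted threshold. Such a fit estimates the spread from fewer arrays. Normexp gave 105 probes lower in HC than in NC and higher in HK, and the cause was not tested. With slide as a block, 3 genes of the PCR list passed in HK against HC when adjusted over the list alone. Disjoint HC arrays gave overlaps of 46 and 17, each from fewer arrays. Gene list calls numbered 9 on probes well above background on all arrays, where some lists lost genes, and 0 under fry and 0 with the estimated correlation.

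The groups share replicate numbers, and the pairing this could mark was checked. Deviations from the group means correlated between -0.06 and 0.35 (median 0.21) for 14 pairs of arrays with the same number. Arrays of the same slide with other numbers had the same median, 0.21, and with slide removed the same-number values ran from -0.16 to 0.09. The numbers therefore share the slide and nothing else that was measured. With the replicate number as a block the totals were 1206 in HC against NC, 187 in NK against NC, 1142 in HK against HC, 1105 in HK against NK and 555 in the interaction. The overlaps were 293 and 149, 7 genes of the PCR list passed over the list alone in HK against HC, and the HK against NK count after adjustment was 0. Number 5 occurs only in HC, so with this block HC5 did not contribute to the differences between groups. Leaving out HC5 without a block gave overlaps of 270 and 150 and also 7 list genes. The overlaps and the list count therefore cannot be read as an effect of pairing.

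Leaving out each array of the groups concerned in turn kept 136 of 170 counts and 360 of 420 changes of named genes, with 52 no longer called, 6 newly called and 2 reversed. Leaving out any of the 16 arrays kept 194 of 224 gene list tests. The probes at the unadjusted threshold ranged from 620 (without NC2) to 1317 (without HC1) in HC against NC, from 123 (NC2) to 232 (NC1) in NK against NC, from 507 (HK3) to 1242 (HK2) in HK against HC, from 767 to 1458 in HK against NK and from 328 to 666 in the interaction. After adjustment they ranged from 0 to 64 (HC5) in HC against NC, from 0 to 1 (NK2) in NK against NC and from 0 to 1 (NK2) in HK against NK, and the count was 0 throughout in HK against HC and in the interaction. The overlaps ranged from 68 (HK3) to 270 (HC5) and from 44 (HK3) to 150 (HC5). For the PCR list, genes at the unadjusted threshold ranged from 5 (NC3) to 9 in HC against NC and from 2 (HC4) to 7 (HC5) in HK against HC, and over the list alone from 3 (NC2) to 9 and from 0 to 7 (HC5). Gene list calls ranged from 7 (HC2) to 16. The change of MYD88 in HK against HC ranged from -0.06 (HK2) to 0.19 (HC2), and it also turned without HC3 (-0.01). MYD88 was called in none of these fits. The fit of only the groups compared has no value for the interaction, the overlaps or the gene lists. A single probe per gene name was not applied to the PCR list, which has 1 probe per gene, or to the gene lists, and median centering was applied to the probe counts alone.

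Signal over background limits what can be said of dim probes. Normexp and the deposited values compress changes near background. CLEC6A changed by 0.36 and 0.41 there in HC against NC, and MMP14 by 0.08 and 0.10 in NK against NC, none of them called. In HC against NC, TLR2 changed there by 0.46 and 0.51 and TNF by 0.52 and 0.59, all of them called.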

Other observations

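Some of the tests in this part were chosen only after the results were seen. Among them were those of slide, sample label and dim probes for the differences between HC arrays, and the splits for adjusted calls. The others were the test of microglia or macrophages as the whole cause of the PCR list's rise, and centering each array on its median.

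Splits of the same arrays into groups of the same sizes were fitted to see how often they gave as many calls. The actual split is included in each number. For HC against NC, 8 of 56 splits gave at least as many probes at the unadjusted threshold as the labels did, and for NK against NC, 32 of 35. For HK against HC the number was 26 of 100, for HK against NK 4 of 35 and for the interaction 50 of 100. Chance cannot be excluded as the source of any of these totals. For the adjusted calls the numbers were 56 of 56, 35 of 35, 100 of 100, 4 of 35 and 100 of 100, where any split gives at least 0 and only HK against NK had a call. Splits that followed the slide gave more probes than the labels, with 1085 in NK and NC, 2054 in HK and HC, and 1858 in HK and NK. With slide as a block in every split, 8 of 56, 32 of 35, 19 of 100 and 3 of 35 splits gave as many. For genes of the PCR list, 2 of 56 splits, the actual one included, gave 9 calls in HC against NC. The study picked the list on these samples, which favors that outcome, so this does not exclude chance. In HK against HC 10 of 100 splits gave as many list genes, and 28 of 100 assignments gave as many gene list calls, so chance cannot be excluded for either.

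The overlap of 128 probes higher in HC than in NC and lower in HK than in HC was reached by 7 of 100 assignments. The opposite overlap of 69 was reached by 34 of 100. These were random assignments of the NC, HC and HK arrays, with the actual one included. Among simulated unchanged groups that shared arrays in the same way, 11 of 100 and 23 of 100 gave as many. Neither chance nor the shared HC arrays can be excluded as the source. Without any shared array, the first overlap was above that of independent lists in 17 of 20 arrangements and the second in 14 of 20. These arrangements reuse the same arrays and are not independent of each other.

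The HC arrays differed in how far they lay from NC. A score was taken as the median difference from the NC mean over probes called higher in HC minus the median over probes called lower, with the probes chosen without the array scored. It was 0.39 for HC1, 1.20 for HC2, 0.90 for HC3, 0.91 for HC4 and 0.35 for HC5. NK arrays, which belong to neither group compared, scored from 0.06 to 0.42, and HK arrays from 0.38 to 0.64. Slide is argued against as the source, because scores within a slide differed by up to 0.81 and the slide means by 0.07. Dim probes are argued against, because over bright probes the range was 0.74, against 0.85 over all probes. A normoxic sample with an HC label stays open, since the lowest HC score, 0.35, lay within the range of the NK arrays. For HC5 this also held on its own slide, where the NK arrays scored 0.24 and 0.42. HC1, at 0.39, scored above the NK arrays of its slide (0.06 and 0.15). A fetus that responded less to the same stimulus could give such a score too, and this was not tested. PTGS2 was higher in HC5 (-0.54) than in any of the 7 normoxic arrays, the highest of which were at -1.64. CXCL10, IL1B, TLR4 and TNF were also higher in HC5 than in any normoxic array. CD14, MYD88, NFKBIA, PTX3 and TLR2 lay within the normoxic range. These genes come from the pattern itself or from the study's list, and they exclude nothing. HC5 and HC1 were kept in all comparisons of the report.

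The rise of the PCR list in HC may reflect a change in the cells present. The study cites its own earlier report that hypoxia raised microglia and macrophages in the hypothalamus. By immunostaining, it also counted fewer of these cells there with ketamine after hypoxia. The microglia and macrophage list rose by a median of 0.60 in HC against NC, with all 6 tested genes positive, and camera called it, although fry did not (adjusted p = 0.445, with 1.77e-05 to 0.475 over all alternatives). More microglia or macrophages are therefore a candidate source of part of the rise. Whether they are the whole cause stays open. The abundant genes of the list rose less than the PCR list. CTSS, ITGB2 and FCER1G, which averaged 1.51, -0.06 and -0.51 over all arrays, had upper 95% limits of their changes of 0.86, 1.12 and 0.89, below the median rise of 1.35 in the PCR list. The tissue expresses these genes without hypoxia as well, and a high level there would hide a small added share. Of the dimmer genes, LYZ rose by 2.01, CD86 by 0.75 and ITGAM by 0.74, all called at the unadjusted threshold. Infiltrating cells with little of these transcripts, and higher expression within the same cells, stay open and were not tested. Blood stays open, because HBB, a hemoglobin transcript, averaged 3.29 ± 0.79 in NC and 3.57 ± 0.94 in HC (SD), a difference of 0.28 ± 0.47 (SE), and this spread decides nothing. Pituitary tissue stays open as well, since its list changed by a median of 0.32 over 5 genes without being called, and its most abundant gene, LHB, changed by 0.07 from a high level. No gene of the microglia or pituitary lists is on the PCR list.

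The share of higher calls in NK against NC moved with the scaling, from 79.7% with the 75th percentile to 45.7% with quantile normalization. Dim probes are argued against as the source. Among the 10084 probes well above background on all arrays, the share was 74.1% with the 75th percentile and 43.2% with quantile normalization. A shift common to all probes was tested by centering each array on its median. It gave 67.2%, more than 10 percentage points from the quantile value, so a common shift is argued against as the whole cause. A scaling difference that depends on signal level stays open and was not tested. No direction for the ketamine effect without hypoxia can be read from these counts.

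A hypothesis was that hypoxia produced a similar response with and without ketamine, and that ketamine produced a similar response with and without hypoxia. For hypoxia the correlation of changes across probes was 0.42, reached by 78 of 1960 rearrangements (exact permutation p = 0.04, adjusted 0.08), which is consistent with a shared response but does not pass adjustment over the 2 relations. For ketamine it was -0.01, well within the spread of the rearrangements, so no shared response was detected. This does not exclude one, since few probes were called in NK against NC and noise would hide a weak response.

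Counts here are of probes, most of them without a gene name, whereas the study counted genes, and the normalization behind its counts is not stated. The probes higher with hypoxia alone numbered 517. That is higher than the value quoted from the study above. Ketamine alone gave 106 higher probes. That is higher than the value quoted from the study above. Ketamine after hypoxia gave 464 lower and 398 higher probes. Both are higher than the values quoted from the study above. The overlap of probes raised by hypoxia and lowered by ketamine was 128. That is higher than the value quoted from the study above. Named genes alone numbered 83 higher with hypoxia, 10 higher with ketamine alone, 50 lower and 29 higher with ketamine after hypoxia, and 23 in the overlap. These are lower than the values quoted from the study above, so each direction depends on whether probes or named genes are counted. With ketamine alone, quantile normalization, normexp and the deposited values gave 48, 43 and 47 higher probes.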
